# Epigenetic regulations in the IFNγ signalling pathway: IFNγ-mediated MHC class I upregulation on tumour cells is associated with DNA demethylation of antigen-presenting machinery genes

**DOI:** 10.18632/oncotarget.2222

**Published:** 2014-07-15

**Authors:** Veronika Vlková, Ivan Štěpánek, Veronika Hrušková, Filip Šenigl, Veronika Mayerová, Martin Šrámek, Jana Šímová, Jana Bieblová, Marie Indrová, Tomáš Hejhal, Nicolas Dérian, David Klatzmann, Adrien Six, Milan Reiniš

**Keywords:** IFNγ signalling, DNA demethylation, 5-azacytidine, MHC class I downregulation, tumour immunology

## Abstract

Downregulation of MHC class I expression on tumour cells, a common mechanism by which tumour cells can escape from specific immune responses, can be associated with coordinated silencing of antigen-presenting machinery genes. The expression of these genes can be restored by IFNγ. In this study we documented association of DNA demethylation of selected antigen-presenting machinery genes located in the MHC genomic locus (*TAP-1, TAP-2, LMP-2, LMP-7*) upon IFNγ treatment with MHC class I upregulation on tumour cells in several MHC class I-deficient murine tumour cell lines (TC-1/A9, TRAMP-C2, MK16 and MC15). Our data also documented higher methylation levels in these genes in TC-1/A9 cells, as compared to their parental MHC class I-positive TC-1 cells. IFNγ-mediated DNA demethylation was relatively fast in comparison with demethylation induced by DNA methyltransferase inhibitor 5-azacytidine, and associated with increased histone H3 acetylation in the promoter regions of APM genes. Comparative transcriptome analysis in distinct MHC class I-deficient cell lines upon their treatment with either IFNγ or epigenetic agents revealed that a set of genes, significantly enriched for the antigen presentation pathway, was regulated in the same manner. Our data demonstrate that IFNγ acts as an epigenetic modifier when upregulating the expression of antigen-presenting machinery genes.

## INTRODUCTION

Epigenetic changes, such as aberrant DNA methylation, play important roles in carcinogenesis [1,2] and namely in the tumour cell escape from anti-tumour immune responses [3,4]. MHC class I downregulation on tumour cells represents a frequent mechanism by which tumour cells can escape from anti-tumour specific immunity [5-8]. The molecular defects responsible for impaired MHC class I expression on the tumour cell surface can be either irreversible (“hard”) or reversible (“soft”) [9]. The latter can be associated with coordinated silencing of antigen-presenting machinery (APM) genes in tumour cells [10,11] and the expression of these genes can be restored by IFNγ [10,12].

An important task is whether epigenetic events, such as changes in DNA methylation, take place in concerted APM gene silencing and IFNγ-induced restoration of their expression. Evidence that epigenetic mechanisms are important in MHC class I downregulation in APM-deficient tumours and its IFNγ-mediated induction was brought by Setiadi et al. [13]. The lack of *TAP-1* transcription in TAP-deficient cells was associated with low levels of recruitment of histone acetyltransferase CBP (CREB-binding protein) to the *TAP-1* promoter. IFNγ-mediated MHC class I expression corresponded to upregulation of the *TAP-1* expression by increasing histone H3 acetylation at the *TAP-1* promoter locus. Another study documented higher-order chromatin remodelling and subsequent histone hyperacetylation of the human MHC locus upon IFNγ-mediated activation of the JAK/STAT signalling pathway [14].

We, as well as other laboratories, have previously documented that DNA methylation and histone acetylation might play a role in reversible MHC class I deficiency on the tumour cell surface, since it could be partially restored by the treatment with DNA methyltransferase or histone deacetylase inhibitors [15-17]. This increase was associated with elevated expression of antigen-presenting machinery genes, such as *TAP-1*, *TAP-2*, *LMP-2 (PSMB9), LMP-7 (PSMB8*), as well as with DNA demethylation of their corresponding regulatory sequences. We have also shown that chemotherapy of MHC class I-deficient tumours with 5-azacytidine (5AC) in mice increased the expression of the APM genes and associated MHC class I molecule cell surface expression and we have demonstrated 5AC additive effects against MHC class I-deficient tumours when combined with immunotherapy. Notably, the efficacy of this chemoimmunotherapy was partially dependent on the CD8^+^-mediated immune responses [18].

Unlike chromatin remodelling and histone acetylation dynamics, the changes in DNA methylation upon activation of the IFNγ signalling pathway have not been studied so far. Based on the fact that a set of the APM genes is upregulated by both IFNγ and DNA methyltransferase inhibitors, we have hypothesized that IFNγ-mediated re-activation of silenced APM and some other genes is also associated with their DNA demethylation. The objective of this study was to uncover the association of DNA methylation with IFNγ-mediated upregulation of genes encoding the components of APM in MHC class I-deficient murine tumour cell lines.

## RESULTS

### MHC class I molecule upregulation on tumour cells upon the IFNγ treatment

First, we assessed the level of the MHC class I and APM molecule expression and its modulation by IFNγ on the selected tumour cells (Fig. 1a). MHC class I expression on tumour cells after IFNγ treatment was upregulated as compared to the tumour cells without treatment. As expected and as has been published previously [19,20], the MHC class I upregulation induced by IFNγ was associated with increased expression of APM genes (Fig. 1b). As a negative control, we used the MHC class I-deficient RVP-3 cell line that did not respond to the IFNγ treatment. TC-1 cells, an MHC class I-positive parental cell line to the TC-1/A9 cells, which also displayed higher APM expression levels, as compared to TC-1/A9 cells, served as an MHC class I-positive control.

**Figure 1:**
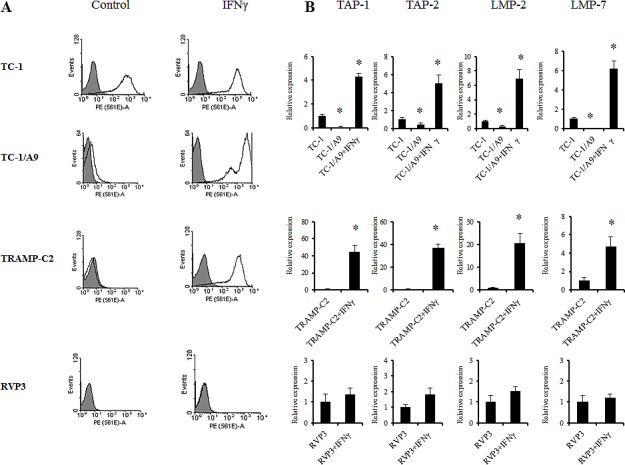
IFNγ upregulation of the cell-surface MHC class I expression cells is associated with APM gene expression in experimental tumour cells MHC class I expression (H-2D^b^ and H-2K^b^ together) was determined by the FACS analysis of control tumour cells and after the treatment with IFNγ. Representative results are presented. (A) Upregulation of APM genes in TC-1/A9 and TRAMP-C2 tumours after treatment with IFNγ. (B) Expression levels of selected APM genes in TC-1/A9 and TRAMP-C2 control tumour cells and after the treatment with IFNγ. As a negative control, MHC class I-deficient RVP-3 cell line that did not respond to the IFNγ treatment was used. TC-1 cells, a MHC class I-positive parental cell line to the TC-1/A9 cells, that also displayed higher APM expression levels compared to TC-1/A9 cells, served as a MHC class I-positive control. *denote significant changes (P<0.05 determined in Student's t-test) as compared to the values for untreated cells. Biological triplicates were used for the analysis. In all experiments, error bars show standard deviations. Relative expression numbers represent the percentage of the β-actin expression levels. The levels of relative gene expression were presented as fold changes compared to the levels found in control samples. Experiments were repeated three times with similar results.

### The IFNγ-mediated increase of MHC class I expression on tumour cells and APM gene machinery induction are associated with DNA demethylation of the corresponding APM gene regulatory sequences

Enhanced APM gene expression in the MHC class I-deficient tumour cells was associated with DNA demethylation of the corresponding gene promoter regions determined by MSP (Fig. 2). We demonstrated DNA demethylation of the promoter sequences of selected antigen-presenting machinery genes (*TAP-1/LMP-2, TAP-2*) upon IFNγ treatment both in the MHC class I-deficient tumour cell line TC-1/A9 (Fig. 2a) and in the prostate cancer cell line TRAMP-C2 (Fig. 2b). For *LMP-7*, we did not see any dramatic changes in the MSP analysis targeting cytosines located at positions -186, -190 and -335 upstream from the LMP-7 transcription start (proximal primers). We therefore analysed CpGs in a more distant region covering CpGs at the positions -1219, -1233 and -1238 and -1087. In this region, we indeed noticed massive demethylation upon IFNγ treatment (distant primers). As a positive control, we used DNA from the MHC class I-positive TC-1 cell line (Fig. 2a), and as a negative control, we used MHC class I-deficient RVP-3 cell line, which did not respond to the IFNγ treatment (Fig. 2c). Comparative analysis of the TC-1 and TC-1/A9 cell lines demonstrated association of the cell surface MHC class I expression levels with DNA demethylation of the APM genes. No demethylation of the APM genes upon IFNγ treatment was seen in the RVP-3 cells.

**Figure 2:**
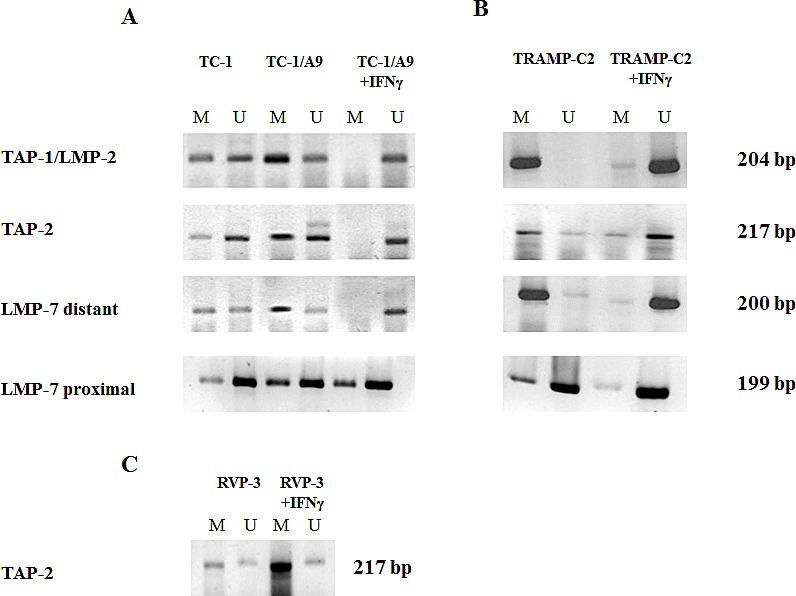
IFNγ stimulates DNA demethylation of the APM gene promoter regions DNA from tumour cell lines cultured in the absence or presence of IFNγ were bisulphite treated and subjected to MSP analysis of the *TAP-1/LMP-2, TAP-2* and *LMP-7* promoter sequences. Higher proportion of DNA methylation, as compared to TC-1 cells and DNA demethylation induced by IFNγ, is documented in TC-1/A9 cells (A). Similar results were obtained in TRAMP-C2 cells (B), while no effects were noticed in IFNγ-insensitive RVP-3 tumour cells (C). U = unmethylated primer, M = methylated. Experiments were repeated three times with similar results.

Results from the MSP were confirmed by bisulphite sequencing using the TC-1/A9 cell line (Fig. 3). Again, strong DNA demethylation of both the *TAP-2* and *TAP-1/LMP-2* gene promoter regions was observed after the treatment with IFNγ. For LMP-7, we did not see any dramatic changes in a bisulphite sequencing analysis targeting cytosines located at the positions -502 upstream to +130 downstream from the LMP-7 transcription start site. This corresponds with the result from MSP analysis with LMP-7 proximal primers. Based on these results, we can suggest that the methylation status of the distant rather than proximal regulatory sites in the *LMP-7* region is crucial for their expression.

Both TC-1/A9 and TRAMP-C2 cells represent experimental models for virally transformed tumour cells that do not metastasize. We therefore analysed two more MHC class I-deficient tumour cell lines, metastatic HPV16 E6/E7-positive MK16 and the methylcholantrene-induced MC15 cells (Supplementary Figure 1). Similarly to the experiments with TC-1/A9 and TRAMP-C2 cells, association of the cell surface MHC class I expression levels with DNA demethylation of the APM genes was observed.

**Figure 3:**
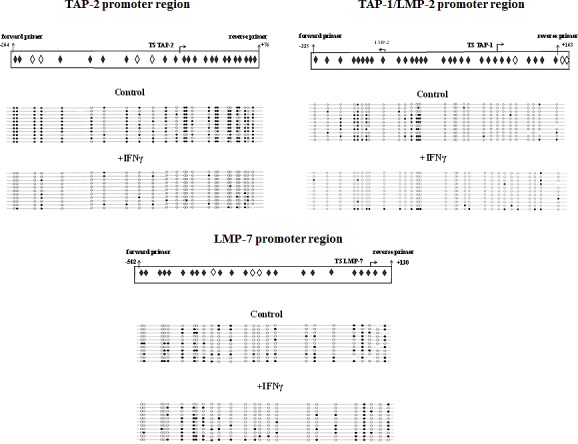
IFNγ-induced DNA demethylation of the *TAP-2* and *TAP-1/LMP-2* promoters in TC-1/A9 cells analysed by bisulphite sequencing DNA isolated from treated and control untreated TC-1/A9 cells was subjected to bisulphite conversion and cloned. Sequences from 11 clones from each sample are presented. After treatment with IFNγ, strong DNA demethylation of both the *TAP-2* and *TAP-1/LMP-2* gene promoter regions was observed. For LMP-7, we did not see any dramatic changes in bisulphite sequencing analysis targeting cytosines located at the positions -502 upstream to +130 downstream from the LMP-7 transcription start site. White and black circles indicate unmethylated and methylated CpGs, respectively. Rhombuses indicate the CpG islands that were investigated with bisulphite sequencing. White colour marks the CpG islands investigated with MSP. TS: transcription start.

### DNA demethylation corresponds to the histone H3 acetylation levels

ChIP assay was performed to determine whether the dose of IFNγ that was sufficient to reverse the methylation of the *TAP-1/LMP-2* bidirectional promoter region, as well as *LMP-7* and *TAP-2* promoter regions, was able to modify the histones associated with this promoter (Fig. 4). The assay demonstrated that histone H3 on lysine 18 was re-acetylated after IFNγ treatment in all three tested regions. Acetylated histone H3 was detected in untreated TC-1/A9 cells at a low level. The TC-1 cell line served as a positive control with high levels of acetylated histone H3 and, as expected, the acetylation levels were higher in untreated TC-1 cells than in untreated TC-1/A9 cells.

**Figure 4:**
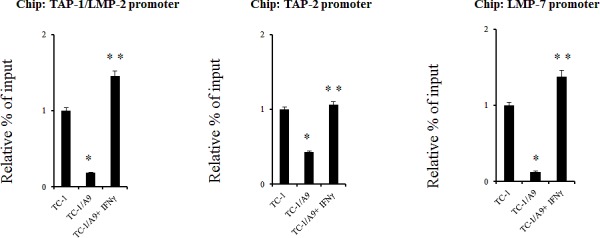
Histone H3 acetylation levels in the APM regulatory gene sequences in TC-1/A9 cells are lower than those in TC-1 cells, but can be increased by IFNγ ChIP analysis of chromatin from the *TAP-1/LMP-2, TAP-2,* and *LMP-7* promoter sequences isolated from control and treated TC-1/A9 cells demonstrates an increase in acetylated histone H3 (H3K18) after IFNγ treatment. Results were normalized to the levels of the relative input in TC-1 cells. Experiments were repeated five times with similar results. * denotes significant changes (P<0.05 determined in Student's t-test) as compared to the values from TC-1 cells. ** denotes significant changes (P<0.05 determined in Student's t-test) as compared to the values from TC-1/A9 cells.

### Kinetics of the DNA demethylation

To examine the kinetics by which the APM promoter regions undergo IFNγ-mediated changes in DNA methylation, as compared to the effects of a DNA methyltransferase inhibitor, TC-1/A9 cells were treated with either IFNγ or 5AC for various time periods and then by sodium bisulphite conversion and MSP. In untreated cells, the core CpG island was highly methylated, and demethylation was noticed within 2 h after IFNγ treatment, while nearly maximal demethylation was evident by 6 h (Fig. 5). After 5AC treatment, strong demethylation was evident by 24 h. The kinetics of the 5AC-induced demethylation is in agreement with the fact that 5AC-induced demethylation required DNA replication. On the other hand, the kinetics of the IFNγ-mediated DNA demethylation suggests that DNA replication was not crucial.

**Figure 5:**
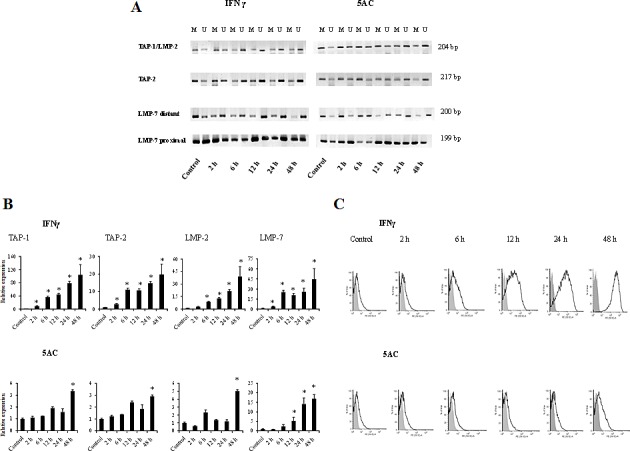
Comparative analysis of the kinetics of DNA demethylation of the APM genes induced by IFNγ or 5AC TC-1/A9 cells were cultured in the presence of either IFNγ or 5AC. For the indicated time periods, DNA samples were isolated, bisulphite treated and subjected to MSP analysis of the *TAP-1, TAP-2*, *LMP-2 & LMP-7* promoter sequences. U = unmethylated primer, M = methylated. In untreated cells, the core CpG island was highly methylated, and demethylation was detected within 2 hours after the IFNγ treatment, while nearly complete demethylation was evident by 6 hours (A). After 5AC treatment, strong demethylation was evident by 24 hours (A). The amount of 1 μg of RNA was reverse transcribed to cDNA and the PCR products were quantified. Upregulation of APM genes in TC-1/A9 cells after the treatment with IFNγ after 2 hours (A) and with 5AC after 48 hour (B). * denote significant changes (P<0.05 determined in Student's t-test) as compared to the values from untreated cells. Biological triplicates were used for the analysis. In all experiments, error bars show standard deviations. Relative expression numbers represent the percentage of the β-actin expression levels. The levels of relative gene expression were presented as fold changes compared to the levels found in control samples. MHC class I expression (H-2D^b^ and H-2K^b^ together) was determined by FACS analysis of the control tumour cells and after the treatment with IFNγ and 5AC. Representative results are presented (C). Experiments were repeated three times with similar results.

### JAK/STAT inhibition studies

The changes in gene expression by IFNγ involve transient increases in the activities of cellular protein tyrosine kinases, including the Janus kinases Jak1 and Jak2, leading to tyrosine phosphorylation of the transcription factor Stat1 [21]. To assess whether the JAK/STAT pathway was crucial for demethylation of the APM gene promoter regions in TC-1/A9 cells after IFNγ treatment, the impacts of an inhibitor of Janus kinases, as well as of STAT1 phosphorylation inhibitor fludarabine on IFNγ-induced demethylation were investigated (Fig. 6). Both inhibitors blocked IFNγ-induced STAT1 phosphorylation, although the effect of fludarabine was much weaker, as compared to Janus kinase inhibitor 1. Indeed, the inhibitor of Janus kinases caused impaired demethylation of the corresponding gene promoter regions, accompanied by decreased relative gene expression of selected APM genes, along with reduction of the MHC class I cell surface expression. Since JAK inhibitor 1 is not solely specific for JAK1, we also used fludarabine, which has been described as a STAT1 phosphorylation specific inhibitor. The effect of fludarabine corresponded to the limited STAT1 phosphorylation inhibition, as observed by the western blot analysis. Both MHC class I cell surface expression and APM gene expression induced by IFNγ was only partially inhibited and the MSP results suggested partial DNA demethylation. These results suggest that the classical IFNγ signalling pathway takes place in DNA demethylation, although other mechanisms cannot be excluded.

### Comparison of the impacts of IFNγ and epigenetic agent treatments on the transcriptome of the tumour cell lines

In these experiments, the aim was to analyse (i) the global impact of IFNγ compared to epigenetic treatment (namely DAC/TSA) on the gene expression in the TC-1/A9 cell line and (ii) whether IFNγ-induced APM genes can be upregulated upon epigenetic treatment. 

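TC-1/A9 cells are MHC class I-deficient mouse tumour cells, obtained from tumours that grew from TC-1 cells in immunized mice. RNA from untreated TC-1/A9 cells and from TC-1/A9 cells cultured with IFNγ was hybridised to Illumina Mouse WG6 bead arrays, with 3 arrays in each of these 2 groups. The paper's methods state that biological triplicates were treated with 100 U/ml of IFNγ for 24 h, whereas the labels of the samples give 50 U/ml. The DAC/TSA-treated samples and the RVP3 samples were not analysed here, so the data cover the IFNγ arm of the comparison. BeadStudio gave for each array an average bead intensity and a detection p-value for each of 45281 probes, and these deposited values were not yet normalized. The median intensity was 55.4, 51.1 and 48.7 in untreated replicates 1, 2 and 3, and 52.0, 49.5 and 50.8 in IFNγ replicates 1, 2 and 3. Between 11504 and 12423 probes per array were detected at a detection p of 0.01 or less. Across probes, log2 signals of arrays of one group correlated at r of 0.993 to 0.996 among the untreated arrays and 0.995 between IFNγ replicates 1 and 2, whereas IFNγ replicate 3 correlated with these at 0.986 and 0.984. Following the paper's methods, intensities were put on a log2 scale and quantile normalized over all probes, and probes with a detection p above 0.01 on all 6 arrays were removed. This left 13545 probes, which were compared between the groups with limma (lmFit and eBayes). P-values were adjusted by the Benjamini-Hochberg method over these probes and called at an FDR below 0.01. Of the tested probes, 11180 carried 1 gene symbol, for 7807 genes, and 2365 were unnamed here. A gene was called when at least 1 of its probes was called and none was called in the other direction, and its values are those of its brightest tested probe. Where no untreated array detected any probe of a gene, the change is given as a lower bound. For this bound, the mean of the IFNγ arrays was set against the mean over the untreated arrays of the higher of the lowest detected signal of the array and the signal of the probe itself. The bound allows for undetected signal only and holds no sampling error. The adjusted p beside it tests the fitted change, so a bound is no evidence of a rise where the test was not passed. Gene lists of pathways and cell type markers were fixed before the data were examined. The genes that the paper names, chosen on these samples, had been seen by then, so counts and tests of these lists are not independent of them. The small number of arrays limits the precision of every value.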

We compared transcriptome changes upon IFNγ *vs.* DAC/TSA treatments (compared to untreated control cells) of the TC-1/A9 cell line as compared to those of the IFNγ non-responding RVP3 cells. 

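After IFNγ, 104 named genes were higher and 2 were lower in TC-1/A9 cells (3 arrays against 3). Gbp2 is a guanylate-binding protein of the cell-autonomous defence against intracellular pathogens. Its mean log2 signal was 7.02 ± 0.14 (SD, n = 3) in untreated cells and 13.74 ± 0.31 (SD, n = 3) after IFNγ, a log2 fold change of 6.72 (standard error 0.15, adjusted p = 2.25e-12 from limma), which was 4.78 by the mean of its probes. Igtp and Irgm2, immunity-related GTPases that act on the vacuoles of intracellular pathogens, were detected on no untreated array and rose at least 53.5-fold (adjusted p = 5.24e-13 from limma) and at least 17.9-fold (adjusted p = 4.24e-12), respectively. Cd274, which encodes the checkpoint ligand PD-L1 and was detected on 2 of 3 untreated arrays, rose by a log2 fold change of 3.28 (standard error 0.12, adjusted p = 6.06e-10). The list of IFN-inducible GTPases holds 17 genes, of which 9 were measured, and all 9 rose (9 when adjusted over the list alone; 2 of 2 with probes detected on all 6 arrays). Their shift against the other genes had an adjusted p of 7.96e-50 in limma's camera test with a preset correlation of 0.01, and an adjusted p of 0.0032 with an estimated correlation. Most of the 9 are in the paper's tables, chosen on these samples, so this is not independent evidence. Among these GTPases were also Gbp3, which rose at least 7.83-fold (adjusted p = 5.72e-10), and Irgm1, with a log2 fold change of 1.91 (standard error 0.12, adjusted p = 1.38e-07), or 2.82 by the mean of its probes. Cxcl10, a chemokine that attracts activated T cells, rose by 2.65 on the log2 scale (standard error 0.12, adjusted p = 5.60e-09). Parp14, an ADP-ribosyltransferase, rose at least 8.14-fold (adjusted p = 1.05e-08). AA467197, the mouse counterpart of C15orf48, rose by 3.50 on the log2 scale (standard error 0.13, adjusted p = 1.05e-09). The genes that fell were Rin2, a Ras and Rab interactor of endocytic trafficking, and Lbh, a regulator of transcription. The mean log2 signal of Rin2 was 8.63 ± 0.06 (SD, n = 3) in untreated cells and 7.91 ± 0.05 (SD, n = 3) after IFNγ, a log2 fold change of -0.72 (standard error 0.10, adjusted p = 0.0011). That of Lbh was 9.00 ± 0.12 and 8.38 ± 0.09 (SD, n = 3 each), a log2 fold change of -0.61 (standard error 0.11, adjusted p = 0.0085) with 1 of its 2 probes called. By probe, 141 were higher, of which 11 are unnamed here, and 2 were lower. At an unadjusted p under 0.05, limma gave 563 higher and 493 lower probes. Of the 104 genes, 27 were detected on no untreated array, and 50 had a log2 fold change of at least 1. Without untreated replicate 1 or 3 the count of higher genes was 66 or 61, against 57 with 75th-percentile centring or with probes detected on all 6 arrays, and 169 with array weights, which gave 31 lower genes. Rin2 was not called without untreated replicate 1, 2 or 3 or IFNγ replicate 1 (adjusted p 0.010 to 0.014, and 7.69e-07 to 0.017 over all alternatives), and Lbh not without any single array other than IFNγ replicate 3 (0.021 to 0.073) or by the mean of its probes (0.034, and 3.32e-04 to 0.173 over all alternatives).

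**Figure D1:**
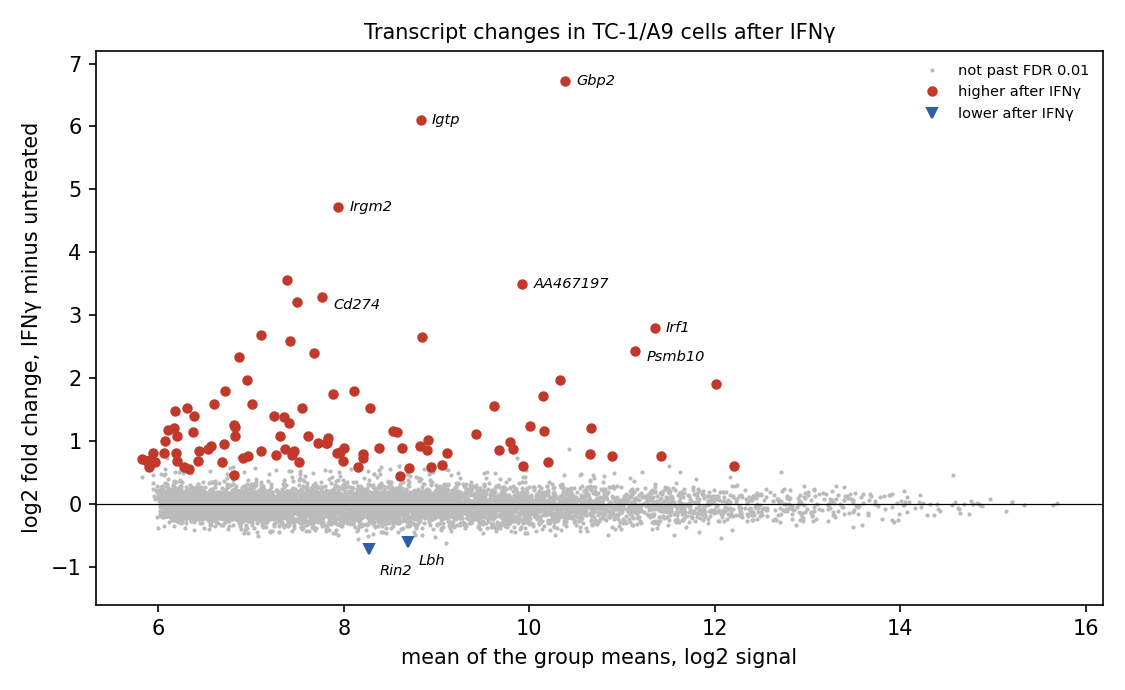
Log2 fold change after IFNγ (vertical axis) against the mean of the untreated and IFNγ group means of log2 signal (horizontal axis) for the 7807 tested genes of TC-1/A9 cells, 3 arrays per group, each gene by its brightest probe. Coloured points are the 104 genes called higher and the 2 called lower, with genes that no untreated array detected at their fitted change, not their bound. The fitted change of Gbp2 is 6.72.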

IFNγ-treated TC-1/A9 cells presented 105 significantly upregulated genes (FDR<0.01) and only two downregulated genes (*RIN2* and *LBH*). Treatment with DAC/TSA provided 2732 significantly upregulated and 2815 downregulated genes. This result can be explained by the fact that IFNγ targets specific genes, while DAC acts on the overall genome.

Out of the 105 upregulated genes in IFNγ-treated TC-1/A9 cells, we defined two gene sets: GS-IFN comprises the 73 genes that were specific to IFNγ treatment, when GS-COM comprises the 32 genes that are upregulated upon both treatments (GS-COM and GS-IFN gene lists are can be seen as Supplementary material, Table 1 and Table 2, respectively). 

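Nearly all of the listed genes that were measured rose after IFNγ in TC-1/A9 cells. The copy of Supplementary Table 1 used here holds 30 of the 32 GS-COM genes, and 28 of the 29 with a tested probe were higher. Supplementary Table 2 holds 73 entries with 71 distinct names for GS-IFN, and 63 of the 65 with a tested probe were higher. Both sets were chosen by the study on these samples, so these counts are not independent evidence of their direction. The GS-COM genes that rose included Insl6, a relaxin-like hormone, with a log2 fold change of 1.75 (standard error 0.14, adjusted p = 2.39e-06 from limma), and Idnk, a gluconokinase, with 1.40 (standard error 0.20, adjusted p = 0.0011). Cxcl9, a chemokine of the same receptor as Cxcl10, was detected on no untreated array and rose at least 1.54-fold (adjusted p = 1.40e-04). In GS-IFN, the ubiquitin ligase gene Dtx3l was detected on no untreated array either and rose at least 1.93-fold (adjusted p = 2.11e-06). The GS-COM entry that did not pass the test was HLA-B, for which the mouse genes measured were H2-K1, H2-D1, H2-Q7 and Gm8909. The GS-IFN entries that did not pass were KLHL25, with a log2 fold change of 0.13 for Klhl25 (adjusted p = 0.82), and the Ifi204 entry, measured through Ifi207, which was detected on no untreated array and on 2 of 3 IFNγ arrays (adjusted p = 0.26). Other mouse genes of the HLA-B and Ifi204 entries, Ifi204 itself among them, had no tested probe named here. No probe named here measured CLEC2A, GBP2, GBP6, Ly6a and NUB1 of GS-IFN. The GBP2 entry carries the Entrez ID of Gbp2b, a different gene from Gbp2. Which genes also responded to DAC/TSA was not analysed here. Of the GS-IFN entries with a tested probe, 35 were higher with 75th-percentile centring and 41 or 36 without untreated replicate 1 or 3, whereas probes detected on all 6 arrays gave 38 of 41, and 17 of 18 for GS-COM. Idnk was not called without untreated replicate 1 (adjusted p = 0.032) or without a filter on detection (0.013), and over all alternatives its adjusted p ranged from 1.84e-12 to 0.032. The paper explains the difference in the number of genes changed by IFNγ and by DAC/TSA by IFNγ acting on specific genes and DAC on the overall genome, and divides the genes raised by IFNγ by whether DAC/TSA raised them too.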

Gene sets were annotated using IPA (Ingenuity®) for pathway enrichment (Benjamini-Hochberg controlled p-values). Both gene sets are significantly enriched for the “Cell Death Of Tumour Cell Lines” pathway (p-value = 1.1e-4 for GS-IFN and p-value = 5.64e-3 for GS-COM): 19 genes are specifically upregulated upon IFNγ treatment (*CASP4, CASP7, CLEC2D, DDX58, ENC1, FST, GDNF, IL15RA, IL7, IRAK2, IRF1, LGALS3BP, MLKL, SOCS3, STAT2, STAT3, TRIM21, UACA*, *UBA7*). 

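In TC-1/A9 cells, the listed GS-IFN genes that were measured were all higher after IFNγ, and they include secreted factors, regulators of protein modification and effectors of cell death. Fst, which encodes the activin-binding protein follistatin, had a mean log2 signal of 9.34 ± 0.27 (SD, n = 3) in untreated cells and 11.32 ± 0.32 (SD, n = 3) after IFNγ, a log2 fold change of 1.97 (standard error 0.16, adjusted p = 4.66e-06 from limma). Trim21, a cytosolic antibody receptor and ubiquitin ligase, was detected on no untreated array and rose at least 2.79-fold (adjusted p = 1.26e-07). Casp4, the inflammatory caspase of the non-canonical inflammasome, rose by 0.95 on the log2 scale (standard error 0.12, adjusted p = 3.03e-04), with 1 of its 2 probes called and 2 of 3 untreated arrays detected, but by the mean of its probes it was not called (0.39, adjusted p = 0.080, and 9.38e-08 to 0.080 over all alternatives). Mlkl, the executor of necroptosis, rose by 0.80 (standard error 0.12, adjusted p = 0.0018). All 18 measured genes of those listed for GS-IFN rose (18 when adjusted over the list alone), but the study chose them on these samples, so this is not independent evidence. Uba7, the activating enzyme of ISG15 conjugation, had a log2 fold change of 1.79 (standard error 0.13, adjusted p = 1.73e-06). Lgals3bp, a secreted galectin ligand, had 1.29 (adjusted p = 2.02e-05). Clec2d, a ligand of an inhibitory NK cell receptor, had 1.08 (adjusted p = 1.72e-04). Irak2, a kinase of Toll-like receptor signalling, rose by 0.81 (adjusted p = 5.61e-04; 1 of 2 probes called). Uaca, an apoptosome-associated protein, rose by 0.77 (adjusted p = 0.0047). Il15ra, which presents IL-15 to lymphocytes, rose at least 1.25-fold (adjusted p = 0.0030; 2 of 3 probes called) and was detected on no untreated array; it was not called without untreated replicate 3 (0.025 at its brightest probe, and 3.40e-07 to 0.042 over all alternatives). A list of 38 genes of apoptosis, necroptosis and pyroptosis had 23 measured members. Of these, 5 rose, none fell and 18 did not pass the test (6 higher when adjusted over the list alone). Those that rose were Casp4, Mlkl, Gsdmd, the pore-forming effector of pyroptosis, Bid and Fas. Those that did not pass had log2 fold changes of -0.34 to 0.51. Gsdmd was called by 2 of its 3 probes, but not by its brightest (0.59, adjusted p = 0.035). The list's shift had an adjusted p of 9.65e-04 in camera with the preset correlation and an adjusted p of 0.039 with an estimated correlation. This list was fixed before the data were examined, but the paper's genes had been seen by then. All 5 that rose are in the paper's tables, so this is not independent evidence either. Without untreated replicate 3, 10 of the 18 and 2 of the 23 genes were called, without untreated replicate 2, 3 of the 23, with 75th-percentile centring, 9 of the 18 and 2 of the 23, and with probes detected on all 6 arrays, 11 of 12 and 3 of 20. At an absolute log2 fold change of at least 1, 8 of the 18 and 0 of the 23 were called. Without some single array, and with 75th-percentile centring, the calls of Mlkl (untreated replicates 2 and 3, adjusted p 0.021 and 0.022) and Uaca (untreated replicates 1, 2 and 3, 0.022 to 0.060) were lost, and over all alternatives their adjusted p ranged from 2.98e-06 to 0.078 and 1.45e-04 to 0.060; that centring also ended the calls of Irak2 (0.039, and 9.59e-08 to 0.039 over all alternatives) and Clec2d (0.011, and 9.63e-10 to 0.011).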

Eight genes are upregulated in both treatments (*BID, CREM, EIF2AK2, FAS, HAP1, IDO1, STAT1*, *USP18*). 

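In the arrays of IFNγ-treated TC-1/A9 cells, these genes rose. Fas, the death receptor through which cytotoxic T cells kill, was detected on 1 of 3 untreated arrays and had a log2 fold change of 0.87 (standard error 0.11, adjusted p = 3.00e-04 from limma). Bid, which links death receptors to the mitochondria, had a log2 fold change of 0.80 (standard error 0.12, adjusted p = 0.0023). Eif2ak2, the double-stranded RNA-activated kinase that stops translation, rose by 0.90 on the log2 scale (standard error 0.12, adjusted p = 4.38e-04). Crem, a cAMP-responsive transcription factor, also rose (adjusted p = 4.36e-04), from a mean log2 signal of 6.02 that lies under the lowest detected signals, with 1 of 3 untreated arrays detected. Hap1, a huntingtin-associated protein, rose by 0.78 (adjusted p = 0.0023). Usp18, which removes ISG15 from proteins, and Ido1, the tryptophan-degrading enzyme that restrains T cells, were detected on no untreated array and rose at least 1.09-fold (adjusted p = 0.0023) and at least 1.04-fold (adjusted p = 0.0061). All 7 genes measured rose (7 when adjusted over the list alone), but they were chosen by the study on these samples, so this is not independent evidence. Without untreated replicate 1, 2 or 3, the number called was 4, 4 or 3, with 75th-percentile centring it was 2, and with probes detected on all 6 arrays it was 3 of 3. At an absolute log2 fold change of at least 1, 0 were called. With the replicate number as a block Ido1 was not called (adjusted p = 0.011), nor with normexp background correction (0.017). Losing an array, like 75th-percentile centring, ended the calls of Bid (untreated replicates 2 and 3, adjusted p 0.026 and 0.028), Hap1 (untreated replicates 1 and 3, 0.035 and 0.022), Usp18 (untreated replicates 1, 2 and 3 and IFNγ replicate 1, 0.015 to 0.033) and Ido1 (all but IFNγ replicate 3, 0.027 to 0.055), and over all alternatives the adjusted p ranged from 2.25e-06 to 0.047, 9.37e-06 to 0.035, 6.39e-07 to 0.033 and 3.02e-05 to 0.055; that centring also ended the call of Eif2ak2 (0.019, and 4.67e-09 to 0.019).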

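Transcription factors of the interferon response and many antiviral genes rose after IFNγ in TC-1/A9 cells, whereas the transcripts of the IFNγ receptor did not pass the test. Irf1, the transcription factor that carries the IFNγ signal to its target genes, had a mean log2 signal of 9.95 ± 0.13 (SD, n = 3) in untreated cells and 12.75 ± 0.22 (SD, n = 3) after IFNγ, a log2 fold change of 2.80 (standard error 0.13, adjusted p = 6.44e-09 from limma). Irf9, the DNA-binding subunit of the complex ISGF3, went from 6.48 ± 0.01 to 8.88 ± 0.16 (SD, n = 3 each), a log2 fold change of 2.40 (standard error 0.11, adjusted p = 7.95e-09). Stat2, another subunit of ISGF3, was detected on no untreated array and rose at least 1.12-fold (adjusted p = 0.0047). Ifi35, a cytosolic interferon-induced protein, had a log2 fold change of 1.52 (standard error 0.12, adjusted p = 2.01e-06). Ifit3, an antiviral protein of the IFIT family, had 0.76 (standard error 0.10, adjusted p = 6.29e-04). These 5 genes belong to GS-IFN, chosen by the study on these samples, so their direction is not independent evidence. Of 27 fixed genes of the JAK/STAT pathway, 19 were measured, and 5 of these rose, none fell and 14 did not pass the test (6 higher when adjusted over the list alone). Beside Irf1, Irf9 and Stat2, these were Socs3, a feedback inhibitor of cytokine receptors, with a log2 fold change of 1.55 (standard error 0.11, adjusted p = 1.02e-06), and Stat3, with 1.05 (standard error 0.19, adjusted p = 0.0095; 3 of 3 probes called). Stat3 was called by at least 1 probe under all of the alternatives, although the adjusted p of its brightest probe ranged from 1.83e-10 to 0.116. The members that did not pass lay between -0.42 and 0.49, among them the receptor genes Ifngr1 (-0.05, adjusted p = 0.94) and Ifngr2 (-0.42, adjusted p = 0.30), the kinase gene Jak2 (0.20, adjusted p = 0.73) and Irf2 (0.49, adjusted p = 0.043). The shift of this list had an adjusted p of 2.82e-07 in camera with the preset correlation and an adjusted p of 0.039 with an estimated correlation. All 5 of its genes that rose are in the paper's tables, so this is not independent evidence. Of 48 fixed antiviral interferon-stimulated genes, 27 were measured, and 19 rose, none fell and 8 did not pass the test (21 higher when adjusted over the list alone). Parp14, Trim21 and Uba7 were among them, as was Rnf213, a ubiquitin ligase with a log2 fold change of 1.71 (standard error 0.13, adjusted p = 1.93e-06). Camera gave an adjusted p of 3.62e-47 for the antiviral list with the preset correlation, and an adjusted p of 0.0014 with an estimated one. Most of its 19 genes that rose are in the paper's tables too, so this is not independent evidence either. Without untreated replicate 1 or 3, 11 or 10 of the 27 antiviral genes were called, 10 with 75th-percentile centring, and 10 of 18 with probes detected on all 6 arrays. Single arrays, and 75th-percentile centring, ended the calls of Stat2 (untreated replicates 1 and 3 and IFNγ replicates 1 and 2, adjusted p 0.013 to 0.061) and Ifit3 (untreated replicate 3, 0.012), and over all alternatives the adjusted p ranged from 1.73e-06 to 0.061 and 1.06e-07 to 0.015; Irf2 passed with array weights (adjusted p = 0.0047, and 0.0047 to 0.657 over all alternatives).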

As expected, some GS-IFN genes are related to the “Interferon Signaling” pathway (*IFIT3, IFI35, STAT2, IRF9, TAP1, IRF1*; p-value = 2.38e-7). 

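IFNγ raised the 4 antigen-presenting machinery genes Tap1, Tap2, Psmb9 (LMP-2) and Psmb8 (LMP-7) in TC-1/A9 cells, together with other genes that make, transport and load peptides for MHC class I molecules. Tap1 and Tap2 encode the peptide transporter of the endoplasmic reticulum. Tap1 was detected on no untreated array and rose at least 3.74-fold (adjusted p = 5.68e-09 from limma). Tap2, detected on 1 of 3 untreated arrays, had a mean log2 signal of 6.13 ± 0.12 (SD, n = 3) in untreated cells and 8.72 ± 0.14 (SD, n = 3) after IFNγ, a log2 fold change of 2.60 (standard error 0.12, adjusted p = 5.60e-09). The immunoproteasome subunits Psmb9 and Psmb8 were also detected on no untreated array and rose at least 2.39-fold (adjusted p = 4.35e-06) and at least 1.37-fold (adjusted p = 0.0023). All 4 rose when adjusted over the list alone, and their shift had an adjusted p of 6.81e-20 in camera with the preset correlation and an adjusted p of 0.0032 with an estimated correlation. Of 17 fixed genes of class I processing and loading, which include these, 15 were measured, and 9 rose, none fell and 6 did not pass the test (10 higher when adjusted over the list alone). The immunoproteasome subunit Psmb10 had a mean log2 signal of 9.93 ± 0.07 (SD, n = 3) in untreated cells and 12.36 ± 0.20 (SD, n = 3) after IFNγ, a log2 fold change of 2.43 (standard error 0.12, adjusted p = 1.45e-08). Psme1, a subunit of the proteasome activator PA28, rose from 10.06 ± 0.09 to 11.27 ± 0.10 (SD, n = 3 each), a log2 fold change of 1.21 (standard error 0.11, adjusted p = 1.07e-05). Tapbp, which encodes tapasin of the peptide-loading complex, rose by 1.09 on the log2 scale (standard error 0.12, adjusted p = 9.79e-05). Its relative Tapbpl, a peptide editor, was detected on no untreated array and rose at least 3.48-fold (adjusted p = 4.32e-08). The members that did not pass were B2m, the light chain of class I molecules, with a log2 fold change of 0.51 (adjusted p = 0.15), Psme2 with 0.40 (adjusted p = 0.45), Psme3 with 0.22, the chaperone genes Pdia3 with 0.18 and Calr with 0.05, and the peptidase gene Lnpep with 0.18. The list's shift had an adjusted p of 2.50e-34 in camera with the preset correlation and an adjusted p of 0.0017 with an estimated correlation. The first 4 genes are those the paper studies, and all 9 that rose are in its tables, chosen on these samples. Neither the counts nor the camera results of these lists are therefore independent evidence. With probes detected on all 6 arrays, 3 of 9 genes were called and Tap1, Tap2, Psmb8 and Psmb9 were not tested, and Psmb8 was not called with 75th-percentile centring (adjusted p = 0.020) or without untreated replicate 1, 2 or 3 or IFNγ replicate 1 (0.018 to 0.035, and 2.16e-08 to 0.035 over all alternatives). Without IFNγ replicate 3, Psme2 was called (log2 fold change 0.60, adjusted p = 0.0017, and 3.44e-04 to 0.994 over all alternatives), and array weights called it and B2m (0.67, adjusted p = 2.88e-05, and 2.88e-05 to 0.986 over all alternatives).

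**Figure D2:**
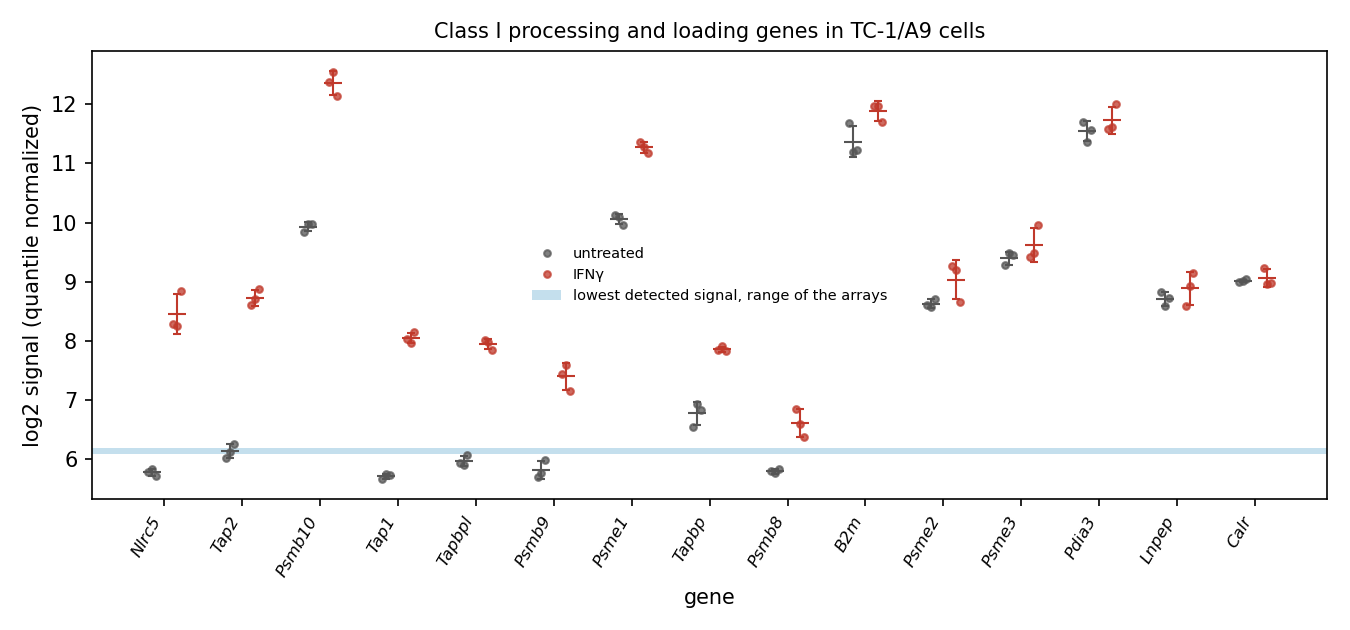
Log2 signal (vertical axis) of the 15 measured genes of class I processing and loading in untreated and IFNγ-treated TC-1/A9 cells, ordered by log2 fold change, with 1 point per array and bars for the mean ± SD of 3 arrays. The blue band spans the lowest detected log2 signals of the 6 arrays, 6.07 to 6.18, and the untreated points of Tap1, Psmb8, Psmb9, Tapbpl and Nlrc5 lie below it.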

Strikingly, GS-COM annotation identifies the “Antigen Presentation” pathway (*HLA-G, LMP-2 (PSMB9), HLA-B, LMP-7 (PSMB8), TAP2, TAPBP, HLA-E*; p-value = 1.23e-11).

Consistent results were obtained when comparing the impact of IFNγ on TC-1/A9 cells (IFNγ and DAC/TSA sensitive) and DAC/TSA effects on the RVP3 cell line (IFNγ resistant though DAC/TSA sensitive). 

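In IFNγ-treated TC-1/A9 cells, the class I transactivator Nlrc5 rose, as did 3 of the 8 measured class I heavy chain genes, H2-T23, H2-M3 and H2-Q5. Nlrc5, the transactivator of MHC class I genes, was detected on no untreated array and rose at least 4.98-fold (adjusted p = 4.32e-08 from limma). H2-T23, the mouse gene that the paper's Supplementary Table 1 lists as HLA-E, had a mean log2 signal of 6.79 ± 0.17 (SD, n = 3) in untreated cells and 8.31 ± 0.04 (SD, n = 3) after IFNγ, a log2 fold change of 1.53 (standard error 0.11, adjusted p = 1.73e-06), with 3 of 3 probes called. H2-M3, which presents formylated peptides and is listed there as HLA-G, went from 6.67 ± 0.07 to 8.05 ± 0.16 (SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.11, adjusted p = 4.35e-06). Of 23 fixed class I heavy chain genes, 8 were measured, and 3 rose, none fell and 5 did not pass the test (6 higher when adjusted over the list alone). Apart from H2-T23 and H2-M3, the gene that rose was H2-Q5, detected on 2 of 3 untreated arrays, with a log2 fold change of 1.22 (standard error 0.14, adjusted p = 1.23e-04). The shift of the list had an adjusted p of 6.76e-14 in camera with the preset correlation and an adjusted p of 0.019 with an estimated correlation. All 3 heavy chain genes that rose are in the paper's tables, chosen on these samples, so this is not independent evidence. H2-D1, which encodes the classical H-2D molecule that presents peptides to cytotoxic T cells, had a log2 fold change of 0.50 (adjusted p = 0.25). Gm8909, listed with it under HLA-B, had 0.26 (adjusted p = 0.61). H2-K1, which encodes the classical H-2K molecule, and H2-Q7, both also listed under HLA-B, were detected on no untreated array and on 2 of 3 and 3 of 3 IFNγ arrays. They did not pass the test, with lower bounds of 1.09-fold (adjusted p = 0.66) and 1.16-fold (adjusted p = 0.25). These bounds leave out sampling error, so no rise of H2-K1 or H2-Q7 was established. Heavy chain genes are close in sequence, so their probes may share targets and single members are uncertain. H2-D1 was called without IFNγ replicate 3 (log2 fold change 0.71, adjusted p = 2.37e-04) and with array weights (0.71, adjusted p = 5.57e-06), and its adjusted p ranged from 5.57e-06 to 0.986 over all alternatives; array weights called 5 of the 8 genes.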

The 40 upregulated genes in both conditions show enrichment for the “Antigen Presentation” pathway (*HLA-B, HLA-E, HLA-G, NLRC5, TAP2, TAPBP*; p-value=1.6e-8) and the 65 IFNγ-specific gene set is also enriched for the “Interferon Signaling” pathway (*IFIT3, IRF1, IRF9, LMP-7 (PSMB8), STAT2, TAP1*; p-value = 1.16e-7).

**Figure 6:**
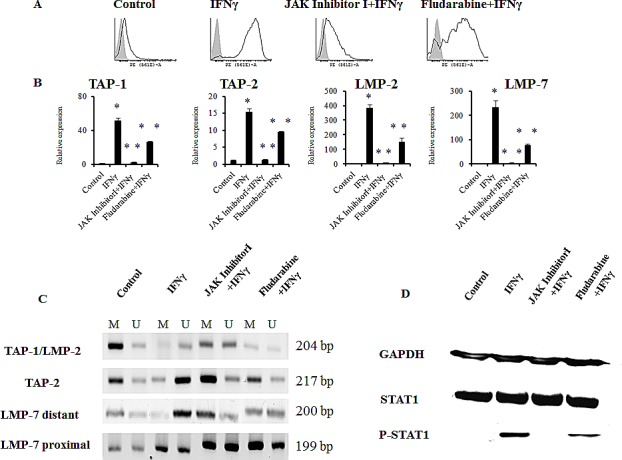
JAK/STAT inhibitors abrogated IFNγ-induced DNA demethylation of the APM gene promoters in TC-1/A9 cells Inhibitor of Janus kinases (JAK inhibitor 1), as well as STAT1 phosphorylation inhibitor fludarabine, blocked the IFNγ induction of the MHC class I cell-surface expression (A), as well as APM gene activation (B), and caused impaired demethylation of the corresponding gene promoter regions (C). Both inhibitors blocked IFNγ-induced STAT1 phosphorylation (D). The effect of fludarabine was much weaker, as compared to Janus kinase inhibitor 1. * denotes significant changes (P<0.05 determined in Student's t-test) as compared to the values from untreated control cells. ** denotes significant changes (P<0.05 determined in Student's t-test) as compared to the values from TC-1/A9 cells after IFNγ treatment. Biological triplicates were used for the analysis. In all experiments, error bars show standard deviations. Relative expression numbers represent the percentage of the β-actin expression levels. The levels of relative gene expression were presented as fold changes compared to the levels found in control samples. U = unmethylated primer, M = methylated primer. Experiments with JAK inhibitor 1 and fludarabine were repeated five and two times, respectively, with similar results.

## DISCUSSION

IFNγ is a cytokine with pleiotropic effects on tumour cells, which is also considered as a crucial mediator of effective antitumour immunity displaying direct impacts on tumour cells [22]. The principal aims of our study were to determine whether IFNγ acts as an epigenetic modifier inducing DNA demethylation and whether the mechanisms by which IFNγ upregulates the expression of selected genes in MHC class I-deficient tumour cells and thus modifies their interactions with the immune system can be associated with DNA demethylation of the corresponding regulatory genes. Reversible MHC class I downregulation on tumour cells can be associated with impaired expression of a number different genes, such as genes encoding MHC class I heavy chains, β2-microglobulin, APM components including LMP-2, LMP-7, TAP-1, TAP-2 and tapasin, which can be coordinated and epigenetically regulated [7,23]. H-2D^b^, H-2K^b^, β2-microglobulin and APM (LMP-2 LMP-7, TAP-1, TAP-2 and tapasin gene expression in our principal model, TC-1/A9, has been analysed previously [15,16,19]. While the expression of genes encoding H-2D^b^, H-2K^b^, β2-microglobulin and tapasin remained robust in TC-1/A9, silencing was observed for LMP-2 LMP-7, TAP-1, TAP-2. Based on these results, we focused on the analysis of the four APM genes that were silenced. However, we cannot exclude that the changes in H-2, β2-microglobulin, tapasin or calnexin expression (and their upregulation upon the IFNγ treatment) can also contribute to the modulation of MHC class I cell-surface expression.

Our data demonstrate that IFNγ-mediated activation of the APM genes and MHC class I expression in two tumour cell lines with reversible MHC class I expression defects was strongly associated with DNA demethylation of multiple APM genes located in the MHC locus. The promoter sequences of the studied APM genes in TC-1/A9 cells were also more methylated as compared to parental TC-1 cells, suggesting that APM gene methylation is involved in MHC class I downregulation on tumour cells that escape from the specific immunity. The data were obtained using four experimental tumour cell lines distinct in origin (transformed by viral oncogenes or by a chemical mutagen) and in metastatic potential.

The finding that the IFNγ-mediated cell signalling can change the methylation status of the promoter regions of multiple genes contributes to our knowledge of the mechanisms underlying regulation of antigen processing and presentation in the context of MHC class I at the transcriptional level. So far, very little is known about the involvement of DNA demethylation in the regulation of multiple genes mediated by the IFNγ signalling pathway. To our knowledge, there is only one study showing that IFNγ-mediated induction of the indole 2,3-dioxygenase (IDO)-1 expression was associated with DNA demethylation of the *IDO-1* gene [24]. Setiadi et al. in 2007 observed that changes in histone acetylation and chromatin remodelling underlie induction of the *TAP-1* expression by IFNγ in TAP-deficient tumour cells [13] and, moreover, massive IFNγ-induced chromatin remodelling of the entire MHC locus, in which both *TAP* and *LMP* genes are located, has been shown by Christova et al. [14]. The MHC genomic region became decondensed, and this was associated with STAT1 phosphorylation followed by binding of the chromatin remodelling enzyme BRG1 at specific sites and subsequent RNA-polymerase II recruitment and histone hyperacetylation, which appeared 2-4 h after the treatment. Our data add to the story and suggest that IFNγ-induced MHC locus chromatin remodelling and histone modifications are associated with DNA demethylation of multiple regions within this genomic locus, resulting in multiple gene expression and increased MHC class I molecule number on the cell surface. Interestingly, the *LMP-7* gene expression was regulated in our experiments in the same manner as other tested APM genes, although the methylation status in the region close upstream to the initiation codon rather remained demethylated. However, demethylation was observed in the more distant region. It is therefore plausible that this gene is controlled by elements located in the wider region of the MHC locus.

Important conclusions can be drawn from the kinetics of these phenomena. DNA demethylation can be either passive, which means dependent on DNA replication when the nascent DNA strains are not methylated due to the DNA methyltransferase deficiency, or active, fast and replication-independent [25]. The data from our kinetic study demonstrated that the DNA demethylation of the *TAP* and *LMP* gene promoter regions was relatively fast, as massive DNA demethylation was seen 6 h after the IFNγ treatments, which roughly corresponded with the kinetics of histone acetylation reported elsewhere and discussed above [14], suggesting an interplay between histone acetylation and DNA demethylation. This is in agreement with the current view on the epigenetic transcription regulation and gene silencing in tumour cells [26]. For comparison, maximum levels of DNA demethylation in the cells treated with DNMTi inhibitor 5-AC were observed 24 after the treatment. This fast kinetics suggests that the demethylation process was active and not dependent on DNA replication, unlike 5AC-mediated demethylation, which requires drug incorporation into DNA and blocks methylation of nascent DNA chains due to methyltransferases inhibition [27]. Interestingly, cytokine-induced DNA demethylation was demonstrated in a study in which TGFβ signalling resulted in active DNA demethylation and p15^ink4b^ tumour suppressor gene expression [28]. We also demonstrated strong association of the DNA demethylation with increased histone acetylation. It is of note that we demonstrate induction of acetylation at histone H3K18, since hypoacetylation at this position has been linked to poor prognosis in several cancers [29].

The data from this and our previous studies [15,18] show that the expression of the studied APM genes in MHC class I-deficient tumours can be increased both by IFNγ and DNA methyltransferase inhibitors. Thus, IFNγ can in some instances serve as a DNA demethylating agent and, on the other hand, DNA methyltransferase inhibitors can upregulate part of the genes that are under the IFNγ signalling pathway control. This means that DNA methyltransferase inhibitors can partially mimic the IFNγ effects on selected immunomodulatory genes, which can be very important for explanation of the immunomodulatory antitumour effects of these compounds.

The data were complemented by a set of transcriptome analyses based on the comparison of cells treated either with a DNMTi DAC, in combination with a histone deacetylase inhibitor TSA or with IFNγ. Two cell lines were included into this experiment: TC-1/A9 is sensitive to both DAC/TSA and IFNγ treatments, when RVP3 cell line is sensitive to DAC/TSA treatment but resistant to IFNγ. Comparative analysis of TC-1/A9 cells treated with either molecules showed a set of 32 genes commonly upregulated (gene set GS-COM) and a set of 73 genes upregulated in IFNγ treatment only (GS-IFN). Both gene sets present significant enrichment for “Cell Death Of Tumour Cell lines”. Interestingly, genes implicated in this term in GS-COM gene set comprise IDO-1 which has already been demonstrated as demethylated by IFNγ in previous studies [24].

GS-COM presents a clear and significant enrichment for antigen-presenting machinery and immunomodulatory genes. It is of importance that the upregulation of APM genes by the epigenetic agents was also seen in an IFNγ non-responding cell line. This represents further evidence demonstrating epigenetic regulation of selected immunomodulatory genes controlled by IFNγ-mediated signalling. Consistent with this finding, the RVP3 cell line (resistant to IFNγ) treated with DAC/TSA, shows a similar list of APM pathway-enriched upregulated genes in common with those found upregulated in IFNγ-treated TC-1/A9 cells. This further confirms the implication of a downstream machinery implicating DNA demethylation for regulating the expression of antigen-presentation molecules triggered by, but not specific to, the IFNγ-transduction cascade.

Collectively, this study documents that IFNγ can act as an epigenetic modifier and induce DNA demethylation of a number of genes, especially those involved in antigen processing and presentation.

## MATERIALS AND METHODS

### Cell lines

MHC class I-positive cell line TC-1 was obtained by *in vitro* co-transfection of murine lung C57BL/6 cells with HPV16 *E6/E7* and activated human *Ha*-*ras* (G12V) oncogenes [30]. The TC-1/A9 (MHC class I-deficient) cell line [19] was obtained from TC-1 tumours developed in immunized mice. Both TC-1 and TC-1/A9 cells were maintained in RPMI 1640 medium supplemented with 10% FCS, 2 mM L-glutamine and antibiotics. E6/E7-expressing MHC class I-deficient cell line MK16/I/IIIABC (MK16), unlike TC-1 and TC-1/A9 metastatic, derived from kidney C57BL/6 cells [31] and murine fibrosarcoma cell line MC15 [32] obtained from methylcholanthrene-treated C57BL/10 mice were maintained under the same conditions as TC-1. The RVP3 cell line [33] was maintained in RPMI 1640 medium supplemented with 10% FCS, 2 mM L-glutamine and antibiotics. The TRAMP-C2 tumour cell line (ATCC collection) was established from a prostate of a PB-Tag C57BL/6 (TRAMP) mouse [34]. The TRAMP-C2 cells were maintained in D-MEM medium supplemented with 5% FCS, Nu-Serum IV (5%; BD Biosciences, Bedford, MA, USA), 0.005 mg/ml bovine insulin (Sigma, St Louis, MO), dehydroisoandrosterone (DHEA, 10 nM; Sigma) and antibiotics. All cell lines were cultured at 37°C in a humidified atmosphere with 5% CO_2_. Cells were cultured in fresh medium for 24 h, after which the medium was removed and the cells were grown in medium containing either rIFNγ (50 U/ml, R&D Systems, Minneapolis, USA ) or 5 μM 5AC (Sigma). Except for the kinetic studies, cells were cultured for 48 h and harvested for analysis.

### Flow cytometry

Cell suspensions were prepared from the cell cultures. Cell surface MHC class I expression on tumour cells was determined using PE anti- H-2D^b^ (clone KH95) and PE anti- H-2K^b^ (AF6-88.5) antibodies. Flow cytometry was performed using an LSR II flow cytometer (BD Biosciences, San Jose, CA), and 10,000 cells were counted. Antibodies used, including the relevant isotypic control, were obtained from Pharmingen, San Diego, CA.

### Real-time quantitative RT-PCR

Total RNA was extracted with RNeasy Mini Kit (Qiagen). The amount of 1 μg of RNA was reverse transcribed to cDNA using random hexamer primers from GeneAmp RNA PCR Core Kit (Applied Biosystems, Foster City, CA) in a 20 μL reaction volume at 42^o^C for 30 min. Quantification of PCR products was performed in 10 μL of Lightcycler 480 SYBR Green I Master mix (Roche) using a real-time PCR Lightcycler (Roche). DNA was denatured at 95^o^C for 2 min; then followed 45 cycles of denaturation at 95^o^C for 25 s, annealing at 60^o^C for 45 s, elongation at 72^o^C for 1 min and incubation at 80^o^C for 5 s. cDNAs were amplified with specific primers for β-actin, *TAP-1, LMP-2, TAP-2,* and *LMP-7*. The list of the *TAP-1, TAP-2, LMP-2*, *LMP-7* and reference genes and their primer sequences have been described elsewhere [15,18]. Fold changes in the transcript levels were calculated using C_T_ values standardized to *β-actin*, used as the endogenous reference gene control. All samples were run in biological triplicates. For statistical analysis of qPCR the Student's t-test was used. Differences between experimental and control samples with P< 0.05 were considered to be statistically significant. The levels of relative gene expression were presented as fold changes compared to the levels found in control samples.

### Bisulphite modification, methylation-specific PCR (MSP) and bisulphite sequencing

Total DNA was extracted with DNeasy Blood & Tissue Kit (Qiagen). Treatment of DNA from TC-1/A9, TC-1, TRAMP-C2 and RVP3 cells with sodium bisulphite and methylation-specific PCR (MSP) analysis of the *TAP-1, TAP-2, LMP-2, LMP-7* promoter regions were performed with Bisulphite Epitect kit (Qiagen, Hilden, Germany) according to the manufacturer's protocol. In order to identify CpG islands within the promoter region of the antigen-processing genes, MSP analysis was performed with primers designed with the program METHPRIMER. The list of the *TAP-1/LMP-2* and *TAP-2* primer sequences has been described elsewhere [15,18]. Two CpG island containing regions within the *LMP-7* upstream sequences were investigated, the primer sequences spanning the more distant to the transcription start have been published previously [15] and the sequences of the primers spanning CpG islands more proximal to the transcription start were as follows: *LMP-7* MSP Un, 5′ TAGGAGGGATATATGAAAAGGTTTG (forward) and AAAATATTAAACAAATCCACCTAAACATA (reverse); *LMP-7* MSP Me, 5′ TAGGAGGGATATATGAAAAGGTTC (forward) and TATTAAACAAATCCACCTAAACGTA (reverse). Within *TAP-2*, upstream sequences were investigated for CpG islands at positions -207 and -214 from the transcription start with forward primer and CpG islands at positions -26 and -40 from the transcription start with reverse primer. Within the *TAP-1/LMP-2* upstream sequences a CpG island was investigated at position +119 from the transcription start with forward primer and CpG islands at positions +278 and +281 from the transcription start with reverse primer. With the *LMP-7* distant primers, CpG islands were investigated at positions -1219, -1233 and -1238 from the transcription start with forward primer and a CpG island at position -1087 from the transcription start with reverse primer. With the *LMP-7* proximal primers, a CpG island was investigated at position -335 from the transcription start with forward primer and CpG islands at positions -186 and -190 from the transcription start with reverse primer. The program for PCR was as follows: 95°C for 2 min, then 35 cycles of 95°C for 2 min, 55°C for 2 min, 73°C for 1:30 min. At the end a final extension period of 73°C for 10 min was added. The PCR products were analysed with gel electrophoresis.

For bisulphite sequencing, another set of primers that amplified both methylated and unmethylated sequences were designed to directly determine the nucleotides resistant to bisulphite conversion. Their sequences were as follows: *TAP-2* BSP, 5′ TTTTGGGTTTAGGTAAGTTTTTTT (forward) and TCTTCTCAAACTAAATCTCCTAAA (reverse); *TAP-1/LMP-2* BSP, 5′ AGTTTTAGGGGTTTTTGATTATTTTAT (forward) and AACTAATAAAACTAACTAAAAATACTA (reverse); *LMP-7* BSP, 5′ GTAGTTTTTGGGTAGATAATGTTT (forward) and AAAACCACAATACCAAAAAAAAA (reverse). Twenty-five CpG islands within the *TAP-2* upstream sequences were investigated, the primer sequences spanning the region from -264 to +76 from the transcription start. Thirty CpG islands within the *TAP-1/LMP-2* upstream sequences were investigated, the primer sequences spanning the region from -335 to +168 from the transcription start. Twenty-five CpG islands within the *LMP-7* upstream sequences were investigated, the primer sequences spanning the region from -502 to +130 from the transcription start. The program for PCR was as follows: 95°C for 5 min, then 25 cycles of 95°C for 50 s, 58°C for 2 min, 72°C for 1:30 min and then 15 cycles of 95°C for 45 s, 54°C for 2 min, 72°C of 1:30 min (+2 s every cycle). At the end, a final extension period of 72°C for 10 min was added. The PCR products were cloned using pGEM®-T Easy Vector System I (Promega). Eleven clones for each of the different DNA sources were sequenced (Applied Biosystem, USA) after thermo-cycle sequencing reaction using the 3.1 version kit.

### JAK/STAT pathway inhibition

JAK Inhibitor I (Cat. No. 420099, Calbiochem) was added into cell cultures 1 h before the IFNγ treatment at a concentration of 2.5 μM. The primary target of JAK Inhibitor I is murine JAK1, its secondary targets are JAK2, JAK3 and TYK2. Fludarabine (Sigma) was used 24 h prior to the IFNγ treatment at a final concentration of 50 μM. Cellular effects of fludarabine were specifically associated with the molecular switch-off of signal transducer and activator of transcription (STAT)-1 activation, without affecting other STAT proteins [35].

### Western blot analysis

Whole-cell protein extracts were prepared from cell line TC-1/A9 using lysis buffer containing 20 mM HEPES (pH 7.9), 150 mM NaCl, 1 mM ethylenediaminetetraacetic acid (EDTA), 1% Triton X-100, 10% glycerol, 1 mM dithiotreitol, and protease or phosphatase inhibitor cocktail tablets (Complete/PhosSTOP, Roche). Proteins (30 μg) were separated in 12% SDS-PAGE gel and transferred to a nitrocellulose membrane (162-0115,Bio-Rad). The membrane was blocked in 0.1% Tris-buffered saline Tween (TBST), 5% skimmed milk for 1 h at room temperature and incubated overnight at 4°C with rabbit polyclonal antibody against STAT1 (Cat. No. 9172S, Cell Signaling) and rabbit monoclonal antibody against the tyrosine-phosphorylated form of STAT1 (Cat. No. 9167S, Cell Signaling). The primary antibody was diluted 1:1000 in TBST containing 5% BSA. After extensive washing, the blot was incubated for 1 h at room temperature with anti-rabbit horseradish peroxidase-conjugated secondary antibody (Cat. No. 7074, Cell Signaling) diluted 1:1000 in TBST containing 5% BSA. After extensive washing of the blots, the bound antibodies were visualized using chemiluminescence (LumiGLO® Reagent, Cell Signaling). GAPDH levels were analysed using rabbit monoclonal antibody (2118S, Cell Signaling; dilution 1:1000) and used as a control for equal loading.

### Chromatin immunoprecipitation assay

Chromatin immunoprecipitation (ChIP) assays were performed as described previously [36] with minor modifications. Briefly, for ChIP experiments, TC-1 or TC-1/A9 cells were grown in 150 cm^2^ culture flasks (TPP) and stimulated with IFNγ (50 U/mL) or left untreated. Two days later the cells were fixed directly in the flasks by addition of 1/10 volume of CRS buffer (11% (v/v) formaldehyde, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 50 mM HEPES pH 8; Sigma) for 10 min at 4 °C. Cross-linking was stopped by the addition of glycine (final concentration 0.125 M) at 4°C for 5 min. Then, the cells were harvested and resuspended in RIPA buffer (50 mM Hepes, pH 8.0, 150 mM NaCl, 1.0% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, 0.5 mM EGTA; Sigma) containing protease inhibitor cocktail-Complete (Roche), sonicated (Branson 450) and subjected to ChIP analysis. Cell lysate was pre-cleared with 0.05 mg/ml yeast tRNA (Sigma)/protein A/G-agarose beads (Santa Cruz) and then incubated with the rabbit antibody for acetylated histone H3 (Lys18) (Cell Signaling, dilution 1/25). After several washes, DNA bound to the immunocomplexes was obtained and decross-linked by overnight incubation at 65°C. DNA was recovered via phenol/chloroform extraction. The amount of precipitated DNA was analysed using the LightCycler 480 Real-Time PCR System (Roche). Purified (by phenol extraction) input chromatin (chromatin that was not subjected to ChIP) was analysed in control PCR reactions. For the promoter analysis, we designed the following PCR primers which span the *TAP-1/LMP-2* bidirectional promoter: forward GGCAAATCTGCCCAGAGA and reverse CCTAGCCTGGGACTC TCGAC; *TAP-2* promoter: forward CACGGCAGTGAAGTGAAAGC and reverse CAAAAGAACTCACCTGCGGC; *LMP-7* promoter: forward GGACCTAAAGACCCCTGTGC and reverse AGCGGAGGACTGAATAGGGT. The negative control experiments were performed with primers amplifying the gene desert region of DNA: forward CCATGCACATGCTAGCGCTCGA and reverse TCCGAAAGCTGGGAGAAGGGGT.

### Transcriptome analysis

Cell culture protocol published by Suzuki et al. in 2002 [37] was applied with minor modifications. Briefly, for comparative transcriptome analysis, TC-1/A9 and RVP-3 cells were treated either with IFNγ (100 U/ml) for 24 h or with a combination of 3 μM 5-2´-deoxyazacytidine (DAC) for the 48 h (medium was replaced with fresh one with inhibitor after 24 h) and 30 ng/ml Trichostatin A (TSA) for the additional 24 h. RNA was extracted from biological triplicates with RNeasy Mini Kit (Qiagen). The amount of 1 μg of RNA was subjected to the transcriptomic analysis, using Illumina Mouse WG6 bead chips in the Genomic Core Facility at the Institute of Molecular Genetics in Prague. Raw data extraction was performed using Illumina BeadStudio version 2. Raw data analyses were performed using R 3.0.0 software with the packages lumi and limma for data normalization (quantile), transformation (log2) and probe filtering (probes with detection p-values > 0.01 in all samples removed). At least three independently prepared samples (“biological triplicates”) per group were analysed. Statistical analyses were performed using eBayes algorithm with Benjamini-Hochberg p-value correction. Functional annotations were performed using the IPA module from Ingenuity® software. The transcriptome analysis data were deposited at the GEO public functional genomics data repository under the reference Series No. GSE53469.

### SUPPLEMENTAL MATERIAL FIGURE AND TABLES

# Supplementary material for: Epigenetic regulations in the IFNγ signalling pathway: IFNγ-mediated MHC class I upregulation on tumour cells is associated with DNA demethylation of antigen-presenting machinery genes
**Source:** Oncotarget. 2014 Jul 15;5(16):6923–35. doi: 10.18632/oncotarget.2222
**Supplement:** Supplementary file 1

Epigenetic regulations in the IFN γ signalling pathway: IFN γ -mediated MHC class I upregulation on tumour cells is associated with DNA demethylation of antigen-presenting machinery genes

Supplementary Material

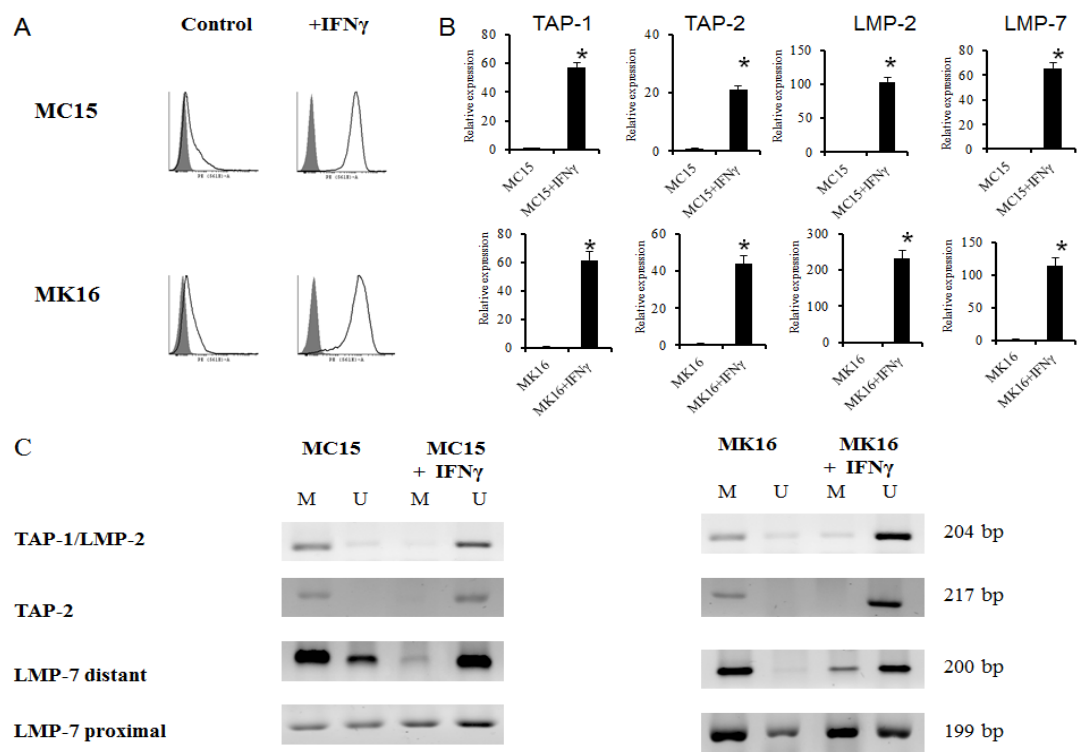

Supplementary material Figure 1: IFN γ upregulation of the cell-surface MHC class I expression is associated with APM gene expression in experimental MK16 and MC15 tumour cells and stimulates DNA demethylation of the APM gene promoter regions. MHC class I expression (H-2D^b and H-2K^b together) was determined by the FACS analysis of control tumour cells and after the treatment with IFN γ . Representative results are presented. (A) Upregulation of APM genes in MK16 and MC15 tumours after treatment with IFN γ . (B) Expression levels of selected APM genes in MK16 and MC15 control tumour cells and after the treatment with IFN γ . *denote significant changes (P < 0.05 determined in Student's t-test) as compared to the values for untreated cells. Biological triplicates were used for the analysis. In all experiments, error bars show standard deviations. Relative expression numbers represent the percentage of the β -actin expression levels. The levels of relative gene expression were presented as fold changes compared to the levels found in control samples. (C) DNA from MK16 and MC15 tumour cell lines cultured in the absence or presence of IFN γ were bisulphite treated and subjected to MSP analysis of the TAP-1/LMP-2, TAP-2 and LMP-7 promoter sequences. A higher extent of DNA demethylation induced by IFN γ is documented in MK16 and MC15 cells. U = unmethylated primer, M = methylated. Experiments were repeated two times with similar results.

How the deposited data were processed for this re-analysis (not part of the article)

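RNA of TC-1/A9 cells, untreated or cultured with IFNγ, was measured on Illumina Mouse WG6 bead arrays, with 3 arrays per group and 6 in all. The paper calls these biological triplicates. The paper gives a dose of 100 U/ml and the labels 50 U/ml, both for the same samples, and the paper gives 24 h of treatment. Samples of the DAC/TSA treatment and of RVP3 cells were not analysed here. Some genes that the paper lists are not reported here.

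The authors read the arrays with BeadStudio and deposited, for each probe and array, an average bead intensity on a linear scale, not normalized between arrays. Beside each intensity the deposited file holds a detection p-value of the probe against the array's negative controls. The background setting of that export is not given in the sources used here. The authors also deposited a value table on the log2 scale, made with lumi and limma by the paper's account. Its values differed by at most 4.97e-14 from the log2 of the intensities after quantile normalization over all 45281 probes, and each of its columns has a median of 7.56, so its scale and centring are known and it holds no ratio with a direction. It holds 12421 probes, which are those detected at p of 0.01 or less on at least 2 of 3 arrays of a group, whereas the filter stated in the paper, which removes probes with a detection p above 0.01 in all samples, keeps 13545.

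From the intensities, log2 values were quantile normalized over all probes, without further background correction, and the 13545 probes that pass the paper's stated filter were tested in R version 4.3.3 with limma version 3.58.1 (lmFit and eBayes), IFNγ against untreated, with Benjamini-Hochberg adjustment over these probes and an FDR below 0.01 as threshold. Before use, the fit was tested on simulated data, in which 200 of 13545 probes were changed in each of 5 simulations of this comparison. It recovered 41.2% of the probes changed by 0.5 on the log2 scale (138 of 335), 100% of those changed by 1 (335 of 335) and 100% of those changed by 2 (330 of 330), and 2.43% of its 823 calls were false (20). This share of false calls lies above the FDR of 0.01. The simulated noise was independent and Gaussian with the fitted SD of each probe, without quantile normalization, a background floor or an array that stands apart. These rates therefore need not hold on the real arrays. The files give no read depth; the number of arrays limits the precision, as does the background light, since a gene not detected on an array has only a lower bound on its change.

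Gene names came from the platform annotation of the value table's probes, updated through Entrez IDs, accessions or synonyms. Of its 12421 probes, 11180 had 1 symbol, 0 had several and 1241 had none. The symbols of 9809 probes were matched by Entrez ID, 729 by accession and 389 by synonym, 253 were kept as listed, and 664 symbols changed. With the symbols as listed, 105 genes were higher instead of 104. Of the 32 higher genes with more than 1 tested probe, 16 had a probe that was not called. Each gene's value is that of its tested probe with the highest mean log2 signal, chosen without regard to the groups.

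The rule for the genes named in the text was set before the data were examined. It takes every gene that the paper names in its transcriptome results, discussion or Supplementary Tables 1 and 2, the 15 genes with the largest change in each direction among those past the threshold with non-overlapping groups, up to 4 called members of each fixed gene list with the largest change, or the 2 brightest where none was called, and any member of the lists of class I processing, of the JAK/STAT pathway and of DNA methylation. The genes that the paper names were chosen on these samples and were seen before the data were examined. Counts and tests of the fixed lists are therefore not independent of them. Gene lists were counted at the same threshold and adjusted over the list alone, and 18 lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, over 1 probe per gene. The 9 lists called with the preset correlation became 5 with the estimated one. In one-sided Fisher's exact tests over 20 lists, against the 104 of 7807 genes (1.33%) called higher, 9 lists were called, with adjusted p-values from 1.69e-29 for the antiviral interferon-stimulated genes to 2.72e-04 for the class I heavy chains. The pathway annotation of the paper (IPA) was not used here.

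Alternatives were background correction by neqc (offset 16) or normexp (offset 50), centring on the 75th percentile or cyclic loess in place of quantile normalization, the authors' value table, no filter or stricter filters on detection, a trended and robust eBayes, array weights, the replicate number as a block, each array left out in turn, an FDR below 0.05 or an absolute log2 fold change of at least 1, and 1 probe per gene, and for named genes the mean log2 signal of a gene's tested probes in place of its brightest. A filter on detection in 2 of 3 arrays of a group, as found in the authors' value table, was added after seeing the data. The ranges of adjusted p given for named genes do not cover the FDR below 0.05, the absolute log2 fold change of at least 1 or 1 probe per gene, which were run for counts only.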

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

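The genes below were singled out after their values were seen, and no test in this part was chosen after its result was seen. They are genes that rose after IFNγ, that no untreated array detected, and that the paper's text and tables do not discuss, and probes called higher that no gene name here ties to the paper's genes.

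Gm12250, a gene of the immunity-related GTPase family, was detected on no untreated array and on 3 of 3 IFNγ arrays, with a fitted log2 fold change of 1.48 and a lower bound of 1.72-fold (adjusted p = 3.80e-06 from limma). Gbp7, another guanylate-binding protein, was likewise detected on no untreated array and had a fitted log2 fold change of 1.09 and a lower bound of 1.52-fold (adjusted p = 1.07e-04). Bst2, which encodes the virus-tethering protein tetherin, had a fitted log2 fold change of 1.14 and a lower bound of 1.74-fold (adjusted p = 0.0074). Its call was lost under 8 of 18 alternatives, among them without untreated replicate 1 (adjusted p = 0.099), 2 (0.040) or 3 (0.053), within a range of 4.81e-06 to 0.099 over all alternatives. A further 11 probes that are unnamed here, and that may belong to genes the paper lists, were called higher, with fitted log2 fold changes of 0.64 to 2.93. No untreated array detected 6 of them, among them the probe at 0.64, whose lower bound was 1.06-fold.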

How the results depend on the processing

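The filter on detection in 2 of 3 arrays of a group was the only alternative chosen after the data were seen; it gave 96 higher and 2 lower genes. The count of 104 higher genes stayed between 94 and 105 with neqc (97), normexp (95), cyclic loess (105), the authors' values (96), no filter (100), detection on all 3 arrays of a group (94), trended and robust eBayes (103) and 1 probe per gene (100). It moved to 57 higher and 0 lower genes with 75th-percentile centring (78 probes called against 143, and gene list counts of 40 in sum against 61), 57 and 1 with detection on all 6 arrays (75 probes called, gene list counts of 30), 169 and 31 with array weights (283 probes called), and 50 and 0 with an absolute log2 fold change of at least 1 (71 probes called, gene list counts of 37). Detection on all 6 arrays removes by construction the genes that untreated cells do not detect, and for the other moves the cause was not tested. The 2 lower genes became 1 with neqc, 1 with detection on all 3 arrays of a group, 1 with trended and robust eBayes and 5 with an FDR below 0.05. Leaving out 1 array gave 61 to 123 higher and 0 to 4 lower genes, 85 to 177 probes called and gene list counts of 40 to 67, the lowest without untreated replicate 3 and the highest without IFNγ replicate 3. Of 9 lists called by camera with a preset correlation, 5 were called with an estimated one. The replicate number as a block gave 105 higher and 2 lower genes; same-numbered arrays deviated together with correlations of -0.19, 0.04 and -0.02 and 1 of 6 arrays correlated best with its own number, so the numbers were not taken as pairs. No fit with the BeadChip as a block was run, as the file names no chip.

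Of 1847 comparisons of 99 named genes with their reported value, that of the brightest probe, 1710 kept the direction and the side of the threshold, 97 kept the direction and no longer passed and 8 newly passed. Counted over all probes of a gene, 79 comparisons lost the call and 8 gained one, and 38 of 59 called genes kept their call throughout these comparisons. An FDR below 0.05, an absolute log2 fold change of at least 1 and 1 probe per gene were run for counts only and are not among them. Of the 1847 comparisons, the other 32 changed sign, all in genes that were not called, and the cause was not tested. With 75th-percentile centring, log2 fold changes were -0.022 for Calr, -0.065 for Ppia, -0.024 for Psmb4, -0.14 for Ccnd1, -0.035 for Mcm4 and -0.048 for Vim. With array weights they were -0.074 for Ppia, -0.026 for Ccnd1, -0.083 for Vim, 0.0072 for Hdac2, 0.034 for Rfxap and 0.039 for Cd68. Leaving out 1 array gave ranges of -0.040 to 0.092 for Calr, -0.11 to 0.030 for Ifngr1, -0.011 to 0.24 for Klhl25, -0.058 to 0.070 for Tdg, -0.020 to 0.068 for Ppia, -0.077 to 0.076 for Ccnd1, -0.044 to 0.16 for Mcm4, -0.11 to 0.19 for Vim, -0.075 to 0.041 for Hdac2, -0.061 to 0.23 for Hsp90b1, -0.17 to 0.035 for Rfxap and -0.0011 to 0.18 for Cd14. The signal over background limits the 27 higher genes that no untreated array detected to lower bounds.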

Differences from the paper's values

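In the main fit, none of the compared counts differed from the paper's by more than 1.5 times. Under some alternatives they did: higher genes ran from 50 (absolute log2 fold change of at least 1) to 169 (array weights). Lower genes ran from 0 (75th-percentile centring, for example) to 31 (array weights). The paper reports 105 higher genes at an FDR below 0.01, where 104 were found here at the same threshold. Cyclic loess and the replicate number as a block, alternatives set before the data were examined, gave 105, as did the gene symbols as listed in the platform annotation. Equal totals do not mean equal sets. Of the 104 genes, 13 are in neither supplementary table as held here, and 98 were called with the replicate number as a block, against 104 with cyclic loess. The paper's count of lower genes is 2, as here, and the genes are the same, Rin2 and Lbh. The paper's Supplementary Table 1 is described with 32 genes, of which the copy used here holds 30, and Supplementary Table 2 holds 73 entries here as in the paper.

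Of the entries with a tested probe, 28 of 29 in Supplementary Table 1 and 63 of 65 in Supplementary Table 2 were called higher here. The paper lists HLA-B among the genes raised by IFNγ. Here H2-D1 had a log2 fold change of 0.50 (adjusted p = 0.25) and Gm8909 0.26 (0.61), and H2-K1 and H2-Q7, detected on no untreated array, had lower bounds of 1.09-fold (adjusted p = 0.66) and 1.16-fold (0.25). These bounds leave out sampling error and establish no rise. H2-D1 was called with array weights (0.71, adjusted p = 5.57e-06) and without IFNγ replicate 3 (0.71, adjusted p = 2.37e-04), within a range of 5.57e-06 to 0.986 over all alternatives, whereas H2-K1, H2-Q7 and Gm8909 were called under none of the alternatives run. Heavy chain probes may share targets, so these single genes are uncertain. H2-K2, a gene of the H2-K region outside the HLA-B entry, rose (adjusted p = 1.96e-04 from limma, with 1 of 2 probes called). The paper also lists KLHL25 and Ifi204 as raised. Klhl25 had a log2 fold change of 0.13 (adjusted p = 0.82 in limma). The entry of Ifi204 was measured through Ifi207, which no untreated array detected (adjusted p = 0.26). Neither Klhl25 nor Ifi207 was called under any of the alternatives run. Other mouse genes of the HLA-B and Ifi204 entries, Ifi204 itself among them, had no tested probe named here. The 11 called probes that are unnamed may belong to such genes, so a rise in these entries is not excluded.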

Other observations

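The tests of other splits of the arrays, of the number of detected probes and of neighbouring genes were chosen after the results were seen.

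Genes of immune modulation and of cytokine signalling rose after IFNγ in TC-1/A9 cells beside those of antigen presentation. Of 21 fixed genes of immune checkpoints and immunomodulation, 8 were measured, and Cd274, Wars and Ido1 rose, none fell and 5 did not pass the test (4 higher when adjusted over the list alone). Wars, a tryptophanyl-tRNA synthetase, had a log2 fold change of 1.02 (standard error 0.14, adjusted p = 0.0010 from limma), and its brightest probe did not pass without untreated replicate 1 (adjusted p = 0.012, and 2.16e-07 to 0.012 over all alternatives), where 2 of its 4 probes were still called. Camera gave this list an adjusted p of 1.11e-08 with a preset correlation and an adjusted p of 0.011 with an estimated correlation. Of 35 fixed chemokines, cytokines and receptors, 18 were measured, and 8 rose, none fell and 10 did not pass (9 higher when adjusted over the list alone), with an adjusted p of 4.66e-14 in camera with a preset correlation and 0.0056 with an estimated one. Beside Cxcl10 and Cxcl9 these included Il13ra1, a receptor chain of IL-13, with 0.97 (adjusted p = 0.0011) and Cx3cl1, the membrane-bound chemokine fractalkine, with 0.84 (adjusted p = 9.06e-04). All 8 that rose, like Cd274, Wars and Ido1, are in the paper's tables, which were chosen on these samples and seen before the data were examined. The counts and camera results of both lists are therefore not independent evidence. Without untreated replicate 1, 2 or 3, 4, 5 or 3 of the 18 were called, 3 with 75th-percentile centring and 5 of 11 with probes detected on all 6 arrays, which left 1 of 6 immune checkpoint genes called. That centring also ended the calls of Il13ra1 and Cx3cl1. Il13ra1 was not called without untreated replicate 1 (adjusted p = 0.024) or 2 (0.013), and Cx3cl1 not without untreated replicate 3 (0.016); their ranges over all alternatives were 9.48e-07 to 0.024 and 5.92e-08 to 0.021.

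Several groups gave no called gene in limma. Of 25 fixed genes of DNA methylation and demethylation, 13 were measured and 0 were called (2 higher and 0 lower at an unadjusted p under 0.05), with log2 fold changes of -0.21 to 0.38 in those that untreated arrays detected. Dnmt1, the maintenance methyltransferase, had 0.24 (adjusted p = 0.76), its partner Uhrf1 0.36 (0.65), the glycosylase Tdg 0.01, Gadd45g -0.21 (0.67), and the cytidine deaminase Apobec1 0.38 (0.39). Apobec3, another cytidine deaminase, was detected on no untreated array and did not pass the test, with a lower bound of 1.12-fold (adjusted p = 0.144, the smallest of the group). That bound leaves out sampling error and establishes no rise. Array weights called Apobec3 (adjusted p = 0.0019, and 0.0019 to 0.735 over all alternatives) and Apobec1 (adjusted p = 0.0070, and 0.0070 to 0.996). Of the 11 measured constitutive proteasome subunits 0 were called (1 higher and 0 lower unadjusted), with Psma2 and Psmb4, the brightest, both at 0.12. Of 24 measured proliferation genes 0 were called (1 higher and 0 lower unadjusted), with -0.24 to 0.48 as the range, Ccnd1 at 0.00 and Mcm4 at 0.07. Of 21 measured genes of histone acetylation and remodelling 0 were called (0 unadjusted), with Hdac3 at 0.13 and Hdac2 at -0.03. Of 3 measured MHC class II genes 0 were called (0 unadjusted), with Ifi30 at -0.23 and Rfxap at -0.09. Of 9 measured epithelial and mesenchymal genes 0 were called (0 higher and 1 lower unadjusted), with Vim at 0.08 and Sparc at -0.18. Of 10 measured ER stress genes 0 were called (0 unadjusted), with Hsp90b1 at 0.13 and Xbp1 at -0.14, and of 10 measured reference genes 0 were called (0 higher and 1 lower unadjusted), with Tubb5 at 0.07 and Ppia at 0.01. Of the interferon genes only Ifnab was measured, at -0.15. Of the markers of other cell types, 3 of 10 myeloid genes (Cd14 at 0.10, Cd68 at -0.06), 1 of 7 endothelial genes (Kdr at -0.14) and 0 of 10 lymphocyte and NK cell genes were measured, and 0 were called (0 unadjusted). Camera called none of these groups where it was run (smallest adjusted p 0.144, for the proliferation genes).

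In untreated cells, the paper describes LMP-2, LMP-7, TAP-1 and TAP-2 as silenced and the heavy chains, β2-microglobulin and tapasin as robustly expressed, from earlier work. On these arrays Tap1, Psmb8 and Psmb9 were detected on 0 of 3 untreated arrays and Tap2 on 1 of 3, whereas B2m, H2-D1 and Tapbp were detected on 3 of 3, with mean log2 signals of 11.37, 8.71 and 6.77. H2-K1 was detected on 0 of 3 untreated and 2 of 3 IFNγ arrays, by 1 probe with an untreated mean log2 signal of 6.03. A probe of H2-K2, a gene of the same region, was detected on 3 of 3 untreated arrays, with a mean log2 signal of 9.30. Heavy chain probes may share targets, so the H2-K1 probe alone does not settle whether H-2K transcripts were present.

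H2-K2, named after its values were seen, is a class I gene of the H2-K region outside the fixed list and the paper's tables. It rose by a log2 fold change of 0.99 (standard error 0.12, adjusted p = 1.96e-04) with 1 of its 2 probes called, the other at 0.27, and was not called with 75th-percentile centring (adjusted p = 0.015, and 4.06e-09 to 0.015 over all alternatives). Insl6 and Jak2 are neighbours on the genome; Insl6 rose, whereas the 2 probes of Jak2 had log2 fold changes of 0.20 (adjusted p = 0.73) and 0.23 (adjusted p = 0.70).

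Nearly all called genes were higher after IFNγ. Of the 10 splits of the 6 arrays into 3 against 3, 1, the real one, gave 143 called probes and the highest of the others gave 0, but 10 splits are too few for a share under 0.05. If quantile normalization had levelled out genes that fell, centring on the 75th percentile would have called more lower genes, but 0% of its 57 called genes were lower. This cannot decide the question, as that centring called fewer genes in both directions and lost Rin2 (adjusted p = 0.017 from limma) and Lbh (0.173). Its percentile was also taken over all 45281 probes, of which only 11504 to 12423 per array were detected, so it may follow signals near background. If background light had hidden falls of dim probes, lower calls would be common among bright probes, but 2.47% of the 81 called probes above the median of mean signal were lower. A one-sided response to IFNγ may account for the pattern, as a hypothesis found and tested on the same arrays. Array weights, however, called 169 higher and 31 lower genes. At an unadjusted p under 0.05, limma gave 563 higher and 493 lower probes in the main fit.

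IFNγ replicate 3 stood apart from the other IFNγ arrays in its correlation with them. A weaker response of the IFN-inducible GTPases in that culture is argued against by their median log2 difference from the untreated mean. It was 2.04 there against 1.80 and 1.88 in IFNγ replicates 1 and 2, that is 113% and 109% of theirs. Over the 141 probes called higher, on these same arrays, it was 1.04 against 1.03 and 1.00. Some called genes, Psmb8 and Psmb9 among them, were lowest in that culture, so a weaker response of single genes is not excluded. A hybridisation that left fewer probes detected is argued against by its 12165 detected probes, which lie within the 11504 to 12423 of the other arrays. This count cannot show other faults of hybridisation. Another difference of the culture or of the array stays open and was not tested.

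Genes raised by IFNγ lay next to each other on the genome more often than chance placement gives. With the gene order of GRCm38.p6, 101 of the 104 higher genes could be placed, and they formed 7 neighbouring pairs, against a mean of 0.601, a 95th percentile of 2 and a maximum of 5 in 10000 random draws of tested genes (one-sided permutation p = 1e-04, the smallest that these draws can give). Genes of a family side by side account for Gm12250 with Igtp, Igtp with Irgm2 and Gbp7 with Gbp3, but the other 4 pairs join different families (the families were assigned after the pairs were seen). These are Parp14 with Dtx3l, and Psmb9 with Tap1, Tap1 with Psmb8 and Psmb8 with Tap2, so 3 of them form a single block. For Psmb9 and Tap1, the paper describes a bidirectional promoter, and reports DNA demethylation and more acetylated histone H3 at it after IFNγ. That neighbouring genes share regulation by IFNγ may be a candidate explanation, and it was not tested on these arrays.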
